A study of Homo sapiens with 18 samples. Its data were reported in "Targeting of epigenetic co-dependencies enhances anti-AML efficacy of Menin inhibitor in AML with MLL1-r or mutant NPM1" (2023).

How the data were processed

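Total RNA from MOLM13, MV4-11 and OCI-AML3 cells was measured by RNA sequencing after 16 h of culture with SNDX-50469 (named VTP50469 in the labels), OTX015, both, or neither, in 18 libraries of 8 groups. The RNA was extracted with an Ambion kit and treated with DNase I, and libraries followed a standard Illumina protocol with few PCR cycles. MOLM13 and OCI-AML3 cells grew in RPMI and MV4-11 cells in IMDM. The authors deposited whole-number read counts for 58037 Ensembl gene IDs, not normalized, with 1 column per library. The submitters' processing notes name the aligner STAR and the genome build hg38, without versions, whereas the study's methods for RNA sequencing describe TopHat2 and Cufflinks2, so which aligner made the counts is unsure. The counting program, its strand setting and the annotation release are not given in the sources used here. Without a known strand setting, reads of overlapping and antisense genes could not be told apart, and counts of genes with near-identical copies, such as histone and ribosomal protein genes, are uncertain. External RNA spike-ins are described in the study's methods, and the count table used here held 0 entries for them.

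Gene symbols came from a table of Ensembl IDs and named 40897 of the 58037 IDs, while the 17140 IDs without a symbol held 0.377% of the counts. Gene positions are RefSeq positions on GRCh38, the assembly that hg38 denotes, counted from 1. Library totals ran from 19320216 to 59711884 counts, and a gene with 0 counts in a library may lie anywhere below a floor of 3 counts, which is 0.0502 to 0.1553 CPM depending on the library. Such floors cover counting error only, since reads amplified by PCR are not independent molecules. Replicates were compared before use by a chi-square statistic over genes with at least 10 counts. It came to between 1.46 and 43.9 per degree of freedom, so every pair differed by more than sampling noise. No pair held identical values, and all 18 libraries were kept as separate replicates. The statistic cannot tell separate cultures from repeat preparations of the same RNA, since it is set against counting noise alone. The labels number the MV4-11 libraries 1 and 2 in their titles, which were used here, and 2 and 3 in their descriptions, and whether another MV4-11 replicate was made is not given in the sources used here. The value was 43.9 for the MV4-11 controls and 23.9 for the treated MV4-11 pair, against 2.01 to 2.61 in MOLM13 and 1.46 to 7.03 in OCI-AML3.

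Counts were tested with edgeR 4.0.16 (R 4.3.3, limma 3.58.1) by glmQLFit and glmQLFTest, with TMM scaling and the filterByExpr filter, in a group-means model without covariates. The 8 MOLM13, 4 MV4-11 and 6 OCI-AML3 libraries were each fitted apart, and differences in response between lines were contrasts in 1 fit of all 18 libraries. The interaction was the effect of SNDX-50469 in cells with OTX015 minus its effect in cells without. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and a change of at least 1.25-fold. This fold limit is the study's own, while the study used limma. The standard error of a log2 fold change is its size divided by the square root of the quasi-likelihood F statistic, and CPM values are means ± SD over libraries after TMM scaling. The common biological coefficient of variation was 3.06% in MOLM13, 13.2% in MV4-11, 3.15% in OCI-AML3 and 6.14% over all libraries.

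Gene lists were 28 in number and fixed before the data were examined, as were the groups, the tests, the rule for named genes and most of the alternative settings. Of the lists, the study itself named the MLL targets, the differentiation markers and the genes higher or lower under the combination. The others, taken from general knowledge, were other MLL fusion targets, monocyte and granulocyte genes, stem and progenitor genes, primary granule genes, MYC and ribosome biogenesis genes, BET inhibitor markers that rise and those that fall, drug targets and partners, the BCL2 family with apoptosis inhibitors, p53 targets, TNF and NF-kappaB genes, interferon genes, MHC class II genes, unfolded protein response genes, oxidative phosphorylation genes, ribosomal proteins, S phase, mitosis, DNA repair and cholesterol synthesis genes, markers of lymphoid, of erythroid and megakaryocyte and of epithelial and stromal cells, and mitochondrial genome transcripts. BOP1, SOD2 and PECAM1 were not matched and were left out. Each list was tested with camera at a preset correlation of 0.01, adjusted over 210 tests of lists with at least 3 tested members in the 8 within-line comparisons, and again with the correlation estimated per list. At the preset correlation 121 of these tests passed, and 25 of them did with an estimated correlation. Across lines 25 passed, and 5 of these did with an estimated correlation. Genes named in the text are members of these lists, or among the 10 largest rises and the 10 largest falls of a comparison by log2 fold change, provided that the gene was called, had a symbol that is not a clone or locus name, averaged at least 8 CPM over the compared libraries, and did not overlap between the compared groups. The last condition was dropped for the interaction and for differences between lines, and genes chosen otherwise are marked as such. Some genes that met these conditions are not reported here. Overlaps of calls between lines were tested with Fisher's exact test, one-sided, over genes tested in both lines. Responses to the single agents in MOLM13 were set against 30 simulations of unchanged groups that share the control libraries.

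The tests were tried on simulated data drawn from the real means, library sizes and dispersions, with 200 genes changed by a known fold. The changed genes were drawn from those with higher expected counts, so recovery at low counts was not tested. A change of 1.25-fold lies at the fold limit itself, so its recovery reflects that limit as well as power. Fewer genes changed in the simulations than were called in the data. For SNDX-50469 in MOLM13, over 13862 genes, edgeR recovered 41.7% of genes changed 1.25-fold, 93.9% of those changed 2-fold and 100% of those changed 4-fold, with 5 false calls. For the interaction, over 13868 genes, these shares were 20.4%, 87.5% and 98%, with 9 false calls. For MV4-11, over 15150 genes, they were 0%, 79.2% and 100% with 1 false call, and for OCI-AML3, over 15941 genes, 44%, 95.8% and 100% with 5. For the difference of OCI-AML3 from MOLM13, over 16961 genes, they were 4%, 80% and 98% with 1 false call. For the difference of MV4-11 from MOLM13, over 16930 genes, they were 22%, 84% and 96% with 138 false calls. By limma-voom, false calls for the difference of MV4-11 from MOLM13 numbered 155 with 1 spread for all lines and 34 with a spread per line, and 96% and 86% of 4-fold changes were recovered. For that of OCI-AML3 from MOLM13 these numbers were 2 and 12, with 98% recovered by both. Alternative settings fixed beforehand were DESeq2's size factors in edgeR, no filter on low counts beyond 1 count, DESeq2 1.42.0, limma-voom with quantile normalization, the replicate number as a block, only the compared groups or all 18 libraries in the fit, other thresholds, and each library left out in turn. Chosen after the data had been seen were a fit without mitochondrial transcripts, limma-voom with TMM factors, with 1 spread or with a spread per line, upper-quartile factors and no scaling factors. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.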

Results

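RNA sequencing compared 3 human acute myeloid leukemia (AML) cell lines, treated for 16 h with the Menin inhibitor SNDX-50469, which the labels name VTP50469, with their untreated controls. MOLM13 cells carry the MLL-AF9 fusion, MV4-11 cells an MLL rearrangement, and OCI-AML3 cells have MLL in its germline form and mutant NPM1. MLL, the product of KMT2A, is a histone methyltransferase that binds its target genes through Menin, and SNDX-50469 blocks that contact. OTX015 displaces the BET proteins from acetylated chromatin. MOLM13 cells received 500 nM SNDX-50469, 500 nM OTX015, both, or neither, with 2 libraries per group. MV4-11 cells received 1000 nM SNDX-50469 or none, with 2 libraries per group, and OCI-AML3 cells 500 nM or none, with 3 libraries per group. The 18 libraries held between 19320216 and 23684811 counts in MOLM13, 20730486 and 30090830 in MV4-11, and 49881047 and 59711884 in OCI-AML3, so OCI-AML3 values carry the smallest counting error. The share of counts from the mitochondrial genome was 4.36% to 6.01% in MOLM13 and 7.17% to 8.04% in OCI-AML3. In MV4-11 it was 10.3% in control replicate 1, against 5.60% in control replicate 2 and 6.23% and 6.68% in the treated libraries. The study describes the MOLM13 and OCI-AML3 samples as biologic replicates. For MV4-11 the sources used here do not say so, and p-values there measure only the spread between these samples, which may be technical. Fold changes are given on the log2 scale with their standard error (SE), and a gene is said to have risen or fallen only at an adjusted p below 0.05 in edgeR's quasi-likelihood test together with the minimum fold change that the methods give.

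The first comparison asked what Menin inhibition changed in MOLM13 cells with an MLL fusion. SNDX-50469 lowered the homeobox gene MEIS1 (chromosome 2, 66435125 to 66573869), a partner of HOXA9 in leukemia stem cells, from 38.3 ± 3.25 to 6.32 ± 0.204 CPM (counts scaled to library size, mean ± SD, n = 2), a log2 fold change of -2.60 ± 0.09 (edgeR adjusted p = 7.8e-33). The transcription factor gene MEF2C (-1.95 ± 0.05) and the homeobox gene PBX3 (-1.77 ± 0.06), whose product binds DNA together with MEIS1, fell as well. Several transcripts of mature myeloid cells rose, among them ANXA1 (2.04 ± 0.09), which encodes the calcium-dependent phospholipid binding protein annexin A1, CYBB (1.32 ± 0.10), the catalytic subunit of the phagocyte NADPH oxidase, and TLR4 (1.27 ± 0.09), the receptor for bacterial lipopolysaccharide. In all, 1910 of 14360 tested genes passed, 1158 higher and 752 lower.

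**Figure D1:**
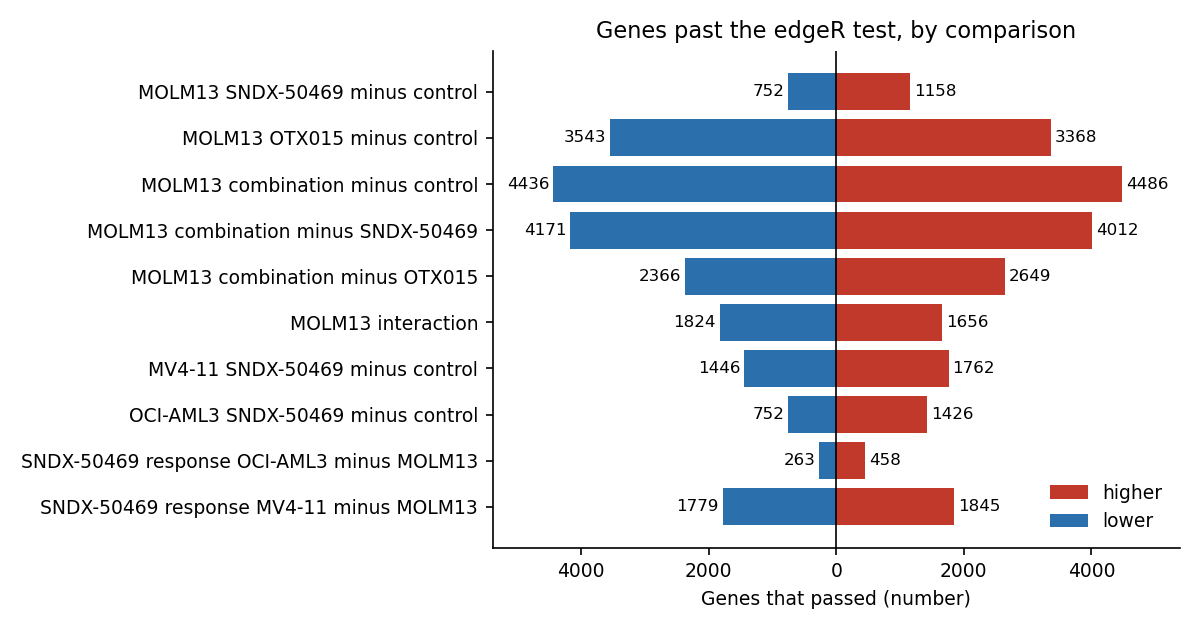
Number of genes that passed (horizontal axis, genes) in each comparison (vertical axis), with higher genes to the right in red and lower genes to the left in blue, both counted from 0. The MOLM13 combination against control gave 4486 higher and 4436 lower genes, and SNDX-50469 in MOLM13 1158 and 752.

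Of the 12 MLL target genes that the study names, 10 fell and 0 rose (10 and 0 adjusted over the list alone), and the list as a whole was lower by camera, a test of a list against the other genes (camera adjusted p = 4.2e-60, adjusted p = 0.023 with an estimated correlation). The study reported on members of this list in these samples, some of them known from earlier work, so its count is not independent evidence. Its other members that fell included JMJD1C (-1.32 ± 0.05), LAMP5 (-0.77 ± 0.04), FLT3 (-0.72 ± 0.04), CDK6 (-0.46 ± 0.04) and HOXA9 (-0.41 ± 0.07). FLT3 encodes a receptor tyrosine kinase and CDK6 a cell cycle kinase, while MYB (-0.20 ± 0.04) and TCF4 (0.11 ± 0.11) did not pass. Among the other MLL fusion targets, a list fixed from general knowledge, 9 of 20 fell and 0 rose (10 and 0 adjusted over the list alone), with ZNF521 (-2.04 ± 0.06), CPEB2 (-1.81 ± 0.12), SATB1 (-0.93 ± 0.04) and IGF2BP2 (-0.69 ± 0.05) (camera adjusted p = 5.63e-19, adjusted p = 0.0821 with an estimated correlation). The differentiation markers that the study names rose for 4 of 5 (4 and 0 lower adjusted over the list alone), namely ITGAM (1.19 ± 0.15), ITGAX (1.08 ± 0.14), CD86 (1.05 ± 0.13) and LYZ (0.92 ± 0.04) (camera adjusted p = 8.04e-10, adjusted p = 0.0304 with an estimated correlation). All but LY96 were reported on in these samples, so this count is not independent evidence. The study calls ITGAM and LYZ differentiation markers and reports CD86 and ITGAX as induced in both OCI-AML3 and MOLM13. It names LY96 for chromatin accessibility in patient-derived cells. ITGAM and ITGAX encode the integrins CD11b and CD11c, CD86 a costimulatory receptor and LYZ lysozyme. Other monocyte and granulocyte genes were higher for 9 of 27 and lower for 1 (10 and 1 adjusted over the list alone, camera adjusted p = 9.67e-10, adjusted p = 0.0301 with an estimated correlation), with CSF1R (1.10 ± 0.11), CEBPE (1.01 ± 0.16), TREM1 (1.22 ± 0.20) and MNDA (0.75 ± 0.07) among those that rose and VCAN (-0.38 ± 0.09) as the one that fell.

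The largest changes in MOLM13 under SNDX-50469 also included EFNA5 (-2.43 ± 0.13), SOCS2 (-2.42 ± 0.10), DACH1 (-2.31 ± 0.06) and NCAM2 (-2.20 ± 0.09), all lower. SOCS2 encodes a suppressor of cytokine signalling, DACH1 a transcriptional cofactor and NCAM2 a neural cell adhesion molecule. Rises of that rank were seen for LSP1 (1.58 ± 0.12), ITGB7 (1.54 ± 0.12), MEFV (1.42 ± 0.12), SIRPB2 (1.29 ± 0.13), SORL1 (1.18 ± 0.08) and MX2 (1.07 ± 0.13). LSP1 encodes an actin binding protein of leukocytes, MEFV the inflammasome sensor pyrin and MX2 an interferon-induced GTPase. The interferon genes were 8 of 25 higher and 1 lower, 8 and 1 adjusted over the list alone, camera adjusted p = 0.00854, adjusted p = 0.145 with an estimated correlation. MYC and ribosome biogenesis genes fell for 8 of 35 and rose for 0 (8 and 0 adjusted over the list alone), with MRTO4 at -0.43 ± 0.04 and MYC at -0.34 ± 0.04, the latter missing the fold limit, at -0.32 without MOLM13 control replicate 2, -0.22 by limma-voom with quantile normalization, -0.30 with no scaling factors and -0.32 with upper-quartile factors (camera adjusted p = 6.54e-09, adjusted p = 0.0302 with an estimated correlation). Genes of the unfolded protein response were lower as a list, with XBP1 (-0.38 ± 0.04) and MANF (-0.38 ± 0.05) among the 3 of 22 that fell and 0 that rose (3 and 0 adjusted over the list alone, camera adjusted p = 0.000349, adjusted p = 0.211 with an estimated correlation). Oxidative phosphorylation genes were 0 of 37 higher and 4 lower, 0 and 4 adjusted over the list alone, camera adjusted p = 1.83e-08, adjusted p = 0.173 with an estimated correlation. Ribosomal protein genes, many of which share reads with pseudogenes, were 0 of 60 higher and 0 lower, 0 and 0 adjusted over the list alone, camera adjusted p = 3.17e-18, adjusted p = 0.28 with an estimated correlation, with a median of -0.18. Of the 4 tested MHC class II genes, CIITA (1.54 ± 0.19), the transactivator of the class, and 1 other rose and 0 fell (2 and 0 adjusted over the list alone, camera adjusted p = 0.00839, adjusted p = 0.158 with an estimated correlation).

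Among the drug targets and their partners, the histone acetyltransferase genes CREBBP (0.43 ± 0.05) and EP300 (0.43 ± 0.04) were among 3 that rose, and 0 of 16 fell (3 and 0 adjusted over the list alone, camera adjusted p = 0.00615, adjusted p = 0.44 with an estimated correlation), and MEN1, which encodes Menin, stood at 0.01 ± 0.05. DNA repair genes were 4 of 23 higher and 1 lower, 4 and 1 adjusted over the list alone, camera adjusted p = 0.00753, adjusted p = 0.246 with an estimated correlation. ATM (0.58 ± 0.05), PRKDC (0.53 ± 0.04) and BRCA2 (0.43 ± 0.06) were among those that rose. The study, with another gene list and another test, reports negative enrichment of DNA repair genes in MOLM13 under this agent. S phase genes were 0 of 23 higher and 1 lower, 0 and 1 adjusted over the list alone, camera adjusted p = 0.00823, adjusted p = 0.289 with an estimated correlation. The higher share of the 1910 calls was 60.6%, and it was 74.4% with no scaling factors and 47.6% with all 18 libraries in 1 fit. Without the filter on low counts 964 genes were higher and 983 lower, and DESeq2 called 689 and 688, so the balance of rises and falls depended on the processing.

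The second comparison asked what BET inhibition changed in MOLM13 cells. OTX015 lowered CCR2 (chromosome 3, 46354111 to 46360940), a chemokine receptor of monocytes, from 75 ± 2.76 to 0.994 ± 0.216 CPM (n = 2, log2 fold change -6.23 ± 0.12, edgeR adjusted p = 5.39e-49). MPO (-4.53 ± 0.09), the peroxidase of primary granules, and CTSG (-2.89 ± 0.04), a granule serine protease, fell with it. HEXIM1 (2.11 ± 0.05), an inhibitor of the elongation factor P-TEFb and an established marker of BET inhibition, rose, as did the endothelial and lymphoid transcription factor gene KLF2 (3.79 ± 0.09) and DPYSL3 (3.92 ± 0.10), a cytoskeletal protein of neurons. In total 6911 of 14360 genes passed, 3368 higher and 3543 lower.

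All 10 genes fixed beforehand as BET inhibitor markers that rise were higher (10 and 0 lower adjusted over the list alone), with SERPINI1 (2.87 ± 0.25), SAT1 (2.44 ± 0.07) and BRD2 (1.02 ± 0.04) beside HEXIM1 and 5 histone genes whose reads may be shared with related copies (camera adjusted p = 1.66e-13, adjusted p = 0.0846 with an estimated correlation). Of the 8 markers that fall, 6 were lower and 0 higher (6 and 0 adjusted over the list alone), with IL7R (-4.25 ± 0.19), CD180 (-3.31 ± 0.10), MYC (-1.09 ± 0.04), ZMYND8 (-0.98 ± 0.07) and BCL2 (-0.56 ± 0.05) beside CCR2, while MYB (-0.21 ± 0.04) and CDK6 (0.00 ± 0.04) did not pass (camera adjusted p = 4.55e-13, adjusted p = 0.118 with an estimated correlation). Monocyte and granulocyte genes were mostly lower, 2 of 27 higher and 20 lower, 2 and 20 adjusted over the list alone, camera adjusted p = 3.29e-08, adjusted p = 0.0304 with an estimated correlation. They included the macrophage colony-stimulating factor receptor gene CSF1R (-3.40 ± 0.21), CEBPE (-3.64 ± 0.31), MNDA (-2.31 ± 0.10), CYBB (-2.08 ± 0.15) and ANXA1 (-1.74 ± 0.14). Primary granule genes followed, 1 of 9 higher and 6 lower, 1 and 6 adjusted over the list alone, camera adjusted p = 8.68e-16, adjusted p = 0.0403 with an estimated correlation. MPO, CTSG and RNASE2 (-1.85 ± 0.05) were lower and CFD (1.00 ± 0.04), complement factor D, higher. Stem and progenitor genes were 1 of 9 higher and 7 lower, 1 and 7 adjusted over the list alone, camera adjusted p = 0.00614, adjusted p = 0.188 with an estimated correlation. GATA2 (-1.26 ± 0.07) and CD244 (-4.38 ± 0.18) were lower and SOX4 (0.61 ± 0.04) higher. MYC and ribosome biogenesis genes fell for 23 of 35 and rose for 0 (23 and 0 adjusted over the list alone), among them TERT (-1.49 ± 0.08), NOP16 (-0.87 ± 0.06), SRM (-0.81 ± 0.04) and FBL (-0.83 ± 0.04) (camera adjusted p = 5.04e-11, adjusted p = 0.026 with an estimated correlation).

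Further large rises under OTX015 were those of NXN (3.16 ± 0.12), IER3 (3.07 ± 0.10), NEAT1 (2.86 ± 0.07), HELZ2 (2.75 ± 0.09), MALAT1 (2.43 ± 0.05) and SLC6A8 (2.37 ± 0.12). NEAT1 (chromosome 11, 65422798 to 65445540) and MALAT1 (chromosome 11, 65497738 to 65506516) are long noncoding RNAs of the nucleus. Further large falls were those of CUX2 (-5.43 ± 0.18), TGM5 (-4.83 ± 0.17), INHBA (-4.75 ± 0.13) and CSPG4 (-4.58 ± 0.08). INHBA encodes an activin subunit and CSPG4 a membrane proteoglycan. Genes of the drug targets and partners list were 10 of 16 higher and 0 lower, 10 and 0 adjusted over the list alone, camera adjusted p = 4.42e-06, adjusted p = 0.25 with an estimated correlation. AFF4 (1.07 ± 0.07), AFF1 (0.99 ± 0.05), EP300 (0.78 ± 0.04) and BRD3 (0.55 ± 0.05) were higher. TNF and NF-kappaB genes were 10 of 22 higher and 4 lower, 10 and 4 adjusted over the list alone, camera adjusted p = 0.00384, adjusted p = 0.183 with an estimated correlation. TNF (2.13 ± 0.05), EGR1 (1.82 ± 0.12) and ZFP36 (1.53 ± 0.05) were higher and the deubiquitinase gene TNFAIP3 (-1.07 ± 0.06) lower. Genes of the unfolded protein response were 2 of 22 higher and 14 lower, 2 and 15 adjusted over the list alone, camera adjusted p = 8.34e-06, adjusted p = 0.158 with an estimated correlation. TRIB3 (-1.29 ± 0.06) and ATF4 (-0.82 ± 0.04) were lower. Oxidative phosphorylation genes were 0 of 37 higher and 23 lower, 0 and 23 adjusted over the list alone, camera adjusted p = 9.62e-07, adjusted p = 0.211 with an estimated correlation. Ribosomal protein genes were 0 of 60 higher and 52 lower, 0 and 52 adjusted over the list alone, camera adjusted p = 2.41e-21, adjusted p = 0.252 with an estimated correlation.

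Several lists did not pass camera under OTX015. Mitosis genes were 6 of 24 higher and 3 lower, 6 and 3 adjusted over the list alone, camera adjusted p = 0.44. The proliferation marker MKI67 (0.93 ± 0.04) was higher and UBE2C (-1.12 ± 0.05) lower. The BCL2 family and apoptosis inhibitors were 2 of 16 higher and 6 lower, 2 and 6 adjusted over the list alone, camera adjusted p = 0.691. MCL1 (1.00 ± 0.04) and BCL2L11 (0.76 ± 0.06) were higher and BCL2L1 (-0.83 ± 0.11) lower. Lymphoid cell markers, a check for other cell types, were 0 of 5 higher and 2 lower, 0 and 2 adjusted over the list alone, camera adjusted p = 0.0717. Under this treatment the 12 MLL targets named by the study were 4 of 12 higher and 3 lower, 4 and 3 adjusted over the list alone, camera adjusted p = 0.22, a list that is not independent evidence, with BMI1 (1.41 ± 0.06), HOXA9 (0.69 ± 0.07), FLT3 (0.67 ± 0.04) and JMJD1C (0.46 ± 0.05) higher and TCF4 (-0.81 ± 0.13), SENP6 (-0.71 ± 0.05) and LAMP5 (-0.55 ± 0.04) lower.

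The combination of SNDX-50469 and OTX015 was compared with untreated MOLM13 cells to see what both agents changed together. MYC (chromosome 8, 127735434 to 127742951), a transcription factor that drives growth, fell from 1640 ± 44.9 to 226 ± 11.3 CPM (n = 2, log2 fold change -2.86 ± 0.04, edgeR adjusted p = 1.52e-56), and TERT, the catalytic subunit of telomerase, fell from 39.1 ± 1.53 to 2.43 ± 0.0646 CPM. S100A9 (chromosome 1, 153357854 to 153361023), a calcium binding protein of neutrophils and monocytes, rose from 8.13 ± 0.193 to 115 ± 0.726 CPM (3.82 ± 0.08), and the integrin gene ITGAM rose by 2.46 ± 0.13. HMOX1 (4.29 ± 0.18), the heme degrading enzyme heme oxygenase 1, and SLFN5 (5.73 ± 0.18), an interferon-inducible member of the Schlafen family, were among the largest rises. The count was 8922 of 14360 genes, 4486 higher and 4436 lower.

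All 35 tested MYC and ribosome biogenesis genes fell (35 and 0 higher adjusted over the list alone, camera adjusted p = 1.51e-43, adjusted p = 0.00567 with an estimated correlation), with a median log2 fold change of -1.44. Examples are SRM (-2.36 ± 0.04), NOP16 (-2.35 ± 0.07), PA2G4 (-1.84 ± 0.04), FBL (-1.50 ± 0.04) and CDK4 (-1.34 ± 0.05). SRM encodes spermidine synthase and FBL the nucleolar methyltransferase fibrillarin. Of the 13 genes that the study names as lower under the combination, 12 fell and 0 rose (12 and 0 adjusted over the list alone), and of the 7 it names as higher, 7 rose and 0 fell (7 and 0 adjusted over the list alone). Both lists were chosen by the study on these samples, so these counts are not independent evidence (camera adjusted p = 6.91e-19 and 1.97e-11, adjusted p = 0.023 and 0.0301 with an estimated correlation). They hold LAMP5 (-1.64 ± 0.04), BCL2 (-1.24 ± 0.05), KAT2A (-1.90 ± 0.06) and SLC19A1 (-1.98 ± 0.05) on the lower side and CDKN1A (0.95 ± 0.04), BCL2L11 (1.13 ± 0.06) and HEXIM1 (2.58 ± 0.05) on the higher side, while CD93, at -0.38 ± 0.73, did not pass. The BET inhibitor markers that rise were 10 of 10 higher and 0 lower, 10 and 0 adjusted over the list alone, camera adjusted p = 2.02e-13, adjusted p = 0.0839 with an estimated correlation. Those that fall were 0 of 8 higher and 7 lower, 0 and 7 adjusted over the list alone, camera adjusted p = 1.32e-12, adjusted p = 0.118 with an estimated correlation. SERPINI1 (4.19 ± 0.21) and SAT1 (3.32 ± 0.06) were examples of the former, and IL7R (-3.96 ± 0.19) and CCR2 (-5.20 ± 0.10) of the latter. Primary granule genes were 1 of 9 higher and 6 lower, 1 and 6 adjusted over the list alone, camera adjusted p = 2.2e-09, adjusted p = 0.0915 with an estimated correlation. MPO stood at -4.04 ± 0.08 and PRTN3, proteinase 3, at -2.04 ± 0.04.

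TNF and NF-kappaB genes were 17 of 22 higher and 2 lower, 17 and 2 adjusted over the list alone, camera adjusted p = 7.67e-05, adjusted p = 0.13 with an estimated correlation. IER3 (3.99 ± 0.09), TNFAIP2 (1.28 ± 0.06), NFKB2 (1.14 ± 0.08) and NFKBIA (1.03 ± 0.07) were higher and TNFAIP3 (-1.11 ± 0.06) lower. Interferon genes were 17 of 25 higher and 3 lower, 17 and 3 adjusted over the list alone, camera adjusted p = 0.0081, adjusted p = 0.145 with an estimated correlation. IFI6 (4.14 ± 0.19), IRF7 (2.25 ± 0.09) and MX2 (1.67 ± 0.13) rose whereas USP18 (-1.98 ± 0.28) and XAF1 (-1.14 ± 0.14) fell. Genes of the unfolded protein response were 3 of 22 higher and 17 lower, 3 and 17 adjusted over the list alone, camera adjusted p = 7.27e-08, adjusted p = 0.13 with an estimated correlation. CALR (-1.60 ± 0.04), ATF4 (-1.54 ± 0.04) and HSPA5 (-1.38 ± 0.04) were lower. HSPA5 encodes the chaperone BiP. Oxidative phosphorylation genes were 0 of 37 higher and 32 lower, 0 and 32 adjusted over the list alone, camera adjusted p = 4.67e-09, adjusted p = 0.173 with an estimated correlation. Ribosomal protein genes were 0 of 60 higher and 54 lower, 0 and 54 adjusted over the list alone, camera adjusted p = 2.3e-17, adjusted p = 0.291 with an estimated correlation. The p53 targets went both ways, 8 of 20 higher and 5 lower, 8 and 5 adjusted over the list alone, camera adjusted p = 0.168. TP53INP1 (2.85 ± 0.14) and BTG2 (2.46 ± 0.10) were higher and AEN (-1.58 ± 0.06) lower. Other large rises were those of KIAA0513 (5.17 ± 0.18), NLRP1 (4.42 ± 0.16), PPP1R13B (4.15 ± 0.20) and TP53INP2 (4.10 ± 0.10), and other large falls those of INHBA (-6.13 ± 0.16), SLAMF8 (-5.86 ± 0.16), DDN (-5.55 ± 0.11), CUX2 (-5.52 ± 0.19), CSPG4 (-5.48 ± 0.10) and TNFRSF8 (-5.13 ± 0.10). TNFRSF8 encodes the receptor CD30. BMF (2.29 ± 0.07), which encodes a pro-apoptotic member of the BCL2 family, rose, and MCL1 (1.03 ± 0.04), an anti-apoptotic one, rose too.

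Comparing the combination with each single agent shows what the added agent changed. Added to SNDX-50469, OTX015 gave higher levels of part of the MLL target genes than SNDX-50469 alone, with MEIS1 (2.10 ± 0.10), BMI1 (1.98 ± 0.06), PBX3 (1.44 ± 0.06), JMJD1C (1.17 ± 0.05), HOXA9 (1.06 ± 0.07), MEF2C (0.83 ± 0.06) and FLT3 (0.76 ± 0.04) higher and TCF4 (-1.09 ± 0.13) and LAMP5 (-0.87 ± 0.04) lower. This list, which the study names and which is not independent evidence, thus had 7 of 12 members higher and 2 lower (7 and 2 adjusted over the list alone, camera adjusted p = 0.0013, adjusted p = 0.289 with an estimated correlation). MEIS1 stood at 38.3 ± 3.25 CPM in the controls, 6.32 ± 0.204 with SNDX-50469, 47.4 ± 2.74 with OTX015 and 27.1 ± 0.182 with both (mean ± SD, n = 2 each). Against SNDX-50469 alone 8183 genes passed, 4012 higher and 4171 lower. Large changes included SLFN5 (4.26 ± 0.15), HMOX1 (4.05 ± 0.17), NXN (3.87 ± 0.11) and KLF2 (3.86 ± 0.09) higher and CCR2 (-5.93 ± 0.10), DDN (-5.20 ± 0.11), TNFRSF8 (-4.83 ± 0.10) and SLC38A5 (-4.78 ± 0.08) lower.

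Added to OTX015, SNDX-50469 raised myeloid genes that OTX015 alone had lowered or left low. S100A9 (4.42 ± 0.08), ANXA1 (4.31 ± 0.11), the retinol dehydrogenase gene DHRS9 (3.75 ± 0.12) and the chitinase-like glycoprotein gene CHI3L1 (2.53 ± 0.07) were higher with both agents than with OTX015 alone. MEIS1 (-0.81 ± 0.07), MEF2C (-1.38 ± 0.05) and TERT (-2.52 ± 0.14) were lower. The comparison gave 5015 genes, 2649 higher and 2366 lower. Without the filter on low counts 2498 were higher and 2558 lower, and with upper-quartile factors 3043 and 2051, so this balance depended on the processing. The differentiation markers named by the study, not independent evidence, were 5 of 5 higher and 0 lower, 5 and 0 adjusted over the list alone, camera adjusted p = 9.67e-10, adjusted p = 0.0304 with an estimated correlation. The other monocyte and granulocyte genes were 21 of 27 higher and 1 lower, 23 and 1 adjusted over the list alone, camera adjusted p = 8.35e-16, adjusted p = 0.0215 with an estimated correlation. TLR4 (2.19 ± 0.12), TREM1 (2.48 ± 0.21) and CSF1R (1.90 ± 0.26) were higher. A rise over OTX015 alone need not reach the level of untreated cells. CSF1R stood at 3.54 and 3.04 CPM with both agents, below the 10 and 8.62 CPM of the controls. S100A9 (114 and 115 against 7.99 and 8.26 CPM) and ITGAM (19.8 and 19 against 3.23 and 3.77 CPM) lay above their controls. Interferon genes were 21 of 25 higher and 0 lower, 21 and 0 adjusted over the list alone, camera adjusted p = 2.77e-07, adjusted p = 0.0356 with an estimated correlation. CXCL10 (3.72 ± 0.38), MX2 (1.56 ± 0.12) and UBE2L6 (1.77 ± 0.22) were higher. The MLL targets named by the study, also not independent evidence, were 1 of 12 higher and 7 lower, 1 and 7 adjusted over the list alone, camera adjusted p = 7.85e-07, adjusted p = 0.172 with an estimated correlation. Cholesterol synthesis genes were 0 of 17 higher and 7 lower, 0 and 7 adjusted over the list alone, camera adjusted p = 0.00823, adjusted p = 0.148 with an estimated correlation. INSIG1 (-0.51 ± 0.04) and LSS (-0.46 ± 0.05) were lower. Other large differences were those of TRANK1 (3.22 ± 0.16), LRRC25 (2.61 ± 0.14), MEFV (2.55 ± 0.12) and ITGB7 (2.54 ± 0.12) on the higher side and DDN (-3.31 ± 0.14), CPNE7 (-2.40 ± 0.14), FERMT1 (-2.26 ± 0.11), POLR3G (-2.24 ± 0.14), SOCS2 (-2.09 ± 0.09) and GAL (-2.03 ± 0.07) on the lower side. POLR3G encodes a subunit of RNA polymerase III and GAL the neuropeptide galanin.

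The interaction asked whether the effect of both agents differed from the sum of their single effects on the log2 scale. S100A9 was higher with both than that sum by 3.96 ± 0.15, and DHRS9 (3.59 ± 0.14), ANXA1 (2.27 ± 0.16) and the tumour protein gene TP53INP2 (2.32 ± 0.19), which acts in autophagy, showed the same direction. MYC (-1.42 ± 0.05) and TERT (-2.19 ± 0.16) were lower than the sum (edgeR adjusted p = 1.21e-31 and 9.94e-18). MEIS1 (1.79 ± 0.12) and PBX3 (1.31 ± 0.08) were higher than the sum. In total 3480 genes passed, 1656 above and 1824 below the sum.

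**Figure D2:**
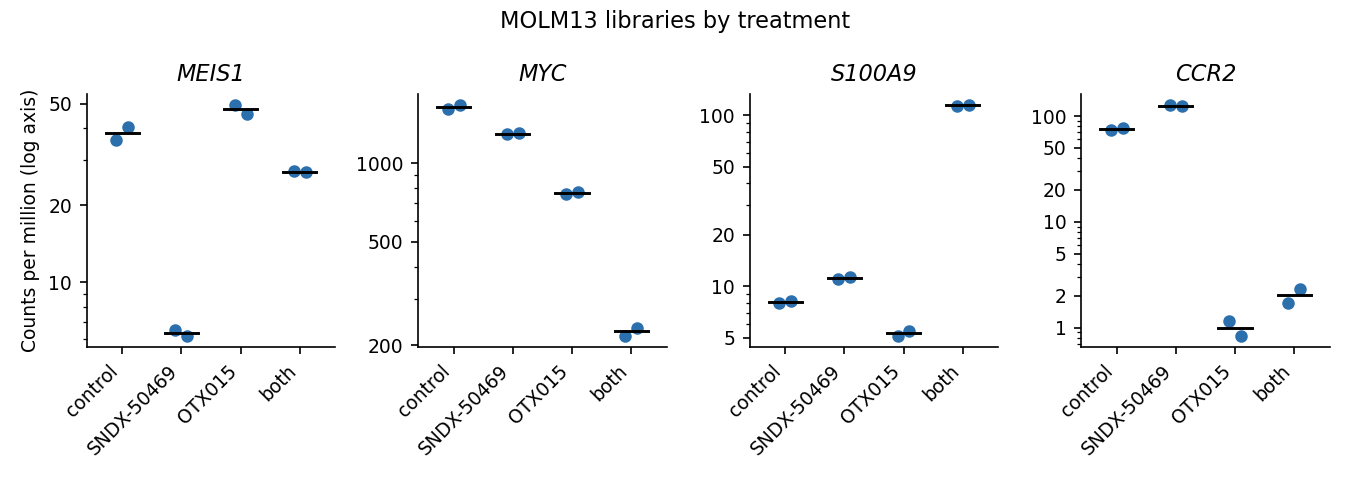
Levels in CPM on a log axis (vertical) of MEIS1, MYC, S100A9 and CCR2 in each MOLM13 library (points) by treatment (horizontal axis), with the mean of 2 libraries as a line. MEIS1 was lowest with SNDX-50469 alone, CCR2 with OTX015 alone, and MYC was lowest and S100A9 highest with both.

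All 35 MYC and ribosome biogenesis genes lay below the sum (35 and 0 higher adjusted over the list alone, camera adjusted p = 6.96e-70, adjusted p = 0.00367 with an estimated correlation), with CAD (-1.32 ± 0.06), SRM (-1.26 ± 0.06), UTP20 (-1.23 ± 0.08) and ODC1 (-1.09 ± 0.06) as examples. Monocyte and granulocyte genes lay above it for 17 of 27 and below it for 1 (17 and 1 adjusted over the list alone, camera adjusted p = 1.32e-10, adjusted p = 0.0292 with an estimated correlation), the exception being CYBB (-1.95 ± 0.25). Interferon genes were 16 of 25 higher and 0 lower, 18 and 1 adjusted over the list alone, camera adjusted p = 6.38e-05, adjusted p = 0.0679 with an estimated correlation. CXCL10 (2.25 ± 0.58), IFIH1 (1.24 ± 0.25) and IFI35 (1.15 ± 0.18) were above the sum. Of the lists named by the study, which are not independent evidence, the MLL targets were 7 of 12 higher and 0 lower, 7 and 0 adjusted over the list alone, camera adjusted p = 4.91e-07, adjusted p = 0.172 with an estimated correlation. The genes lower under the combination were 1 of 13 higher and 6 lower, 1 and 6 adjusted over the list alone, camera adjusted p = 2.83e-08, adjusted p = 0.0356 with an estimated correlation. SLC19A1 (-0.88 ± 0.07), KAT2A (-0.81 ± 0.08), BCL2 (-0.63 ± 0.07) and CDK4 (-0.57 ± 0.07) were below the sum and CD244 (1.73 ± 0.27) above it. Those higher under the combination were 5 of 7 higher and 0 lower, 5 and 0 adjusted over the list alone, camera adjusted p = 6.43e-08, adjusted p = 0.0855 with an estimated correlation. HMOX1 (1.89 ± 0.36) was above the sum beside S100A9. Other large departures were those of OPTN (1.86 ± 0.19), FBXO32 (1.85 ± 0.20) and MYO6 (1.80 ± 0.26) above it and DDN (-2.96 ± 0.15), CPNE7 (-2.32 ± 0.16), TNFRSF8 (-2.16 ± 0.15), FERMT1 (-1.94 ± 0.13), BCAT1 (-1.87 ± 0.08) and ALDH1L2 (-1.85 ± 0.13) below it. OPTN encodes the autophagy receptor optineurin and BCAT1 a branched-chain amino acid transaminase. The share of calls above the sum was 47.6% and became 58.8% with all 18 libraries in 1 fit.

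MV4-11 cells tested the Menin inhibitor in a second MLL-rearranged line, at 1000 nM. The costimulatory receptor gene CD86 (chromosome 3, 122055362 to 122121136) rose from 1.92 ± 0.566 to 19 ± 1.12 CPM (n = 2, log2 fold change 3.28 ± 0.23, edgeR adjusted p = 2.16e-07), with the lysosomal nuclease gene DNASE2 (2.69 ± 0.19) and LSP1 (2.51 ± 0.17). MEF2C (chromosome 5, 88717117 to 88904105) fell by 3.40 ± 0.17 on the log2 scale, and the anti-apoptotic gene BCL2 (chromosome 18, 63123346 to 63320090) by 2.12 ± 0.17. MEIS1 (-1.86 ± 0.17), PBX3 (-1.69 ± 0.16) and CDK6 (-1.70 ± 0.20) fell too. In all, 3208 of 15486 genes passed, 1762 higher and 1446 lower.

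The MLL targets named by the study, not independent evidence, were 0 of 12 higher and 10 lower, 0 and 10 adjusted over the list alone, camera adjusted p = 9.27e-21, adjusted p = 0.173 with an estimated correlation. BMI1 (-1.20 ± 0.19), HOXA9 (-0.96 ± 0.16), MYB (-0.95 ± 0.16) and FLT3 (-0.91 ± 0.16) were also lower. Other MLL fusion targets were 0 of 16 higher and 8 lower, 0 and 10 adjusted over the list alone, camera adjusted p = 2.07e-08, adjusted p = 0.187 with an estimated correlation, among them IGF2BP2 (-1.66 ± 0.16), SATB1 (-1.63 ± 0.17) and RUNX2 (-1.24 ± 0.18). The differentiation markers named by the study, likewise not independent evidence, were 4 of 5 higher and 0 lower, 4 and 0 adjusted over the list alone, camera adjusted p = 1.93e-07, adjusted p = 0.225 with an estimated correlation. ITGAM stood at 1.87 ± 0.23 and ITGAX at 1.35 ± 0.19. Monocyte and granulocyte genes were 17 of 28 higher and 1 lower, 20 and 2 adjusted over the list alone, camera adjusted p = 5.41e-12, adjusted p = 0.145 with an estimated correlation. ANXA1 (1.59 ± 0.15), CSF1R (1.15 ± 0.15) and CYBB (1.05 ± 0.15) were among those that rose. MHC class II genes, which present antigen, were 7 of 8 higher and 0 lower, 8 and 0 adjusted over the list alone, camera adjusted p = 2.73e-07, adjusted p = 0.173 with an estimated correlation. CIITA stood at 1.97 ± 0.25. Interferon genes were 13 of 27 higher and 2 lower, 18 and 2 adjusted over the list alone, camera adjusted p = 1.35e-06, adjusted p = 0.25 with an estimated correlation. OAS1 (2.60 ± 0.31), MX2 (1.09 ± 0.18) and UBE2L6 (1.14 ± 0.18) were higher and CXCL10 (-0.96 ± 0.17) lower. MYC and ribosome biogenesis genes were 0 of 35 higher and 27 lower, 0 and 28 adjusted over the list alone, camera adjusted p = 1.32e-12, adjusted p = 0.158 with an estimated correlation. MYC stood at -0.93 ± 0.16 and WDR43 (-1.03 ± 0.15) and NOLC1 (-0.91 ± 0.16). Genes of the unfolded protein response were 0 of 22 higher and 13 lower, 0 and 14 adjusted over the list alone, camera adjusted p = 1.33e-07, adjusted p = 0.177 with an estimated correlation. XBP1 (-1.18 ± 0.15), ASNS (-1.14 ± 0.16) and HYOU1 (-0.76 ± 0.15) were lower. Erythroid and megakaryocyte markers were 1 of 5 higher and 0 lower, 1 and 0 adjusted over the list alone, camera adjusted p = 0.385.

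Other large rises in MV4-11 were those of CDKN1C (2.35 ± 0.23), PADI2 (2.32 ± 0.18), CTSF (2.28 ± 0.19), PRAM1 (2.28 ± 0.18), ITGB7 (2.23 ± 0.19) and CHI3L1 (2.17 ± 0.16). CDKN1C encodes a cyclin-dependent kinase inhibitor and CTSF a lysosomal protease. Other large falls were those of INHBA (-2.60 ± 0.20), BBX (-2.54 ± 0.18), BCAT1 (-2.06 ± 0.19) and HDAC9 (-2.03 ± 0.20). HDAC9 encodes a histone deacetylase. The 13 mitochondrial genome transcripts had a median of -0.54 and were 0 of 13 higher and 0 lower, 0 and 0 adjusted over the list alone, camera adjusted p = 0.0184, adjusted p = 0.672 with an estimated correlation. Without MV4-11 control replicate 1, the library with the high mitochondrial share, the direction of that list turned and its camera adjusted p was 0.236, and without treated replicate 1 it was 0.0682. The count of 3208 genes fell to 1637 without treated replicate 1 and to 1798 without control replicate 1, and was 5934 with all 18 libraries in 1 fit, so the size of the MV4-11 response depends on these 4 libraries.

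OCI-AML3 cells tested the Menin inhibitor in a line with mutant NPM1. With SNDX-50469 at 500 nM, higher levels were seen of SAMD11 (4.40 ± 0.09), which overlaps its neighbour NOC2L so that some of its reads are uncertain, the Notch pathway repressor gene HES4 (3.49 ± 0.10) and NOTUM (3.19 ± 0.08), a secreted inhibitor of Wnt signalling. SAMD11, HES4, ISG15 and AGRN lie in 1 stretch of chromosome 1 where a difference between the cultures other than the drug was not excluded. Lower levels were seen of TMEM255A (-2.57 ± 0.05), a membrane protein gene, CDKN2C (-1.65 ± 0.04), an inhibitor of CDK4 and CDK6, and FLT3 (-1.05 ± 0.04, from 29.7 ± 0.88 to 14.3 ± 0.185 CPM, n = 3, edgeR adjusted p = 4.91e-10). PBX3 (-0.82 ± 0.04) and MEIS1 (-0.49 ± 0.04) fell, while HOXA9 (0.03 ± 0.03) and MEF2C (0.09 ± 0.03) did not pass. A total of 2178 of 16611 genes passed, 1426 higher and 752 lower.

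The MLL targets named by the study, not independent evidence, were 0 of 12 higher and 5 lower, 0 and 5 adjusted over the list alone, camera adjusted p = 6.15e-11, adjusted p = 0.0711 with an estimated correlation, and besides FLT3, PBX3 and MEIS1 the members that fell were LAMP5 (-0.84 ± 0.02) and CDK6 (-0.43 ± 0.04). Other MLL fusion targets were 5 of 20 higher and 6 lower, 5 and 6 adjusted over the list alone, camera adjusted p = 2.85e-06, adjusted p = 0.0657 with an estimated correlation. Their median was -0.11 and their mean 0.02, so the mean had the opposite sign to the median and to the test, with CPEB2 (-1.23 ± 0.05), IGF2BP2 (-1.15 ± 0.03), RUNX2 (-0.86 ± 0.04) and SATB1 (-0.68 ± 0.03) lower and HOXA5 (0.93 ± 0.07), HOXA6 (1.06 ± 0.15) and HOXA3 (0.55 ± 0.09) higher. Differentiation markers named by the study, again not independent evidence, were 3 of 4 higher and 0 lower, 3 and 0 adjusted over the list alone, camera adjusted p = 0.0175, adjusted p = 0.28 with an estimated correlation. ITGAM, CD86 (1.16 ± 0.11) and ITGAX (0.53 ± 0.12) were higher. ITGAM rose from 1.39 ± 0.0455 to 3.32 ± 0.242 CPM (n = 3), LYZ stood at -0.09 ± 0.03, and camera gave an adjusted p of 0.0855 without OCI-AML3 control replicate 1. Primary granule genes were 0 of 9 higher and 4 lower, 0 and 4 adjusted over the list alone, camera adjusted p = 6.49e-10, adjusted p = 0.13 with an estimated correlation. PRTN3 (-0.72 ± 0.03), MS4A3 (-0.61 ± 0.03) and CTSG (-0.48 ± 0.02) were lower. Interferon genes were 16 of 29 higher and 0 lower, 17 and 0 adjusted over the list alone, camera adjusted p = 3.01e-16, adjusted p = 0.0215 with an estimated correlation. ISG15 (2.68 ± 0.05), OAS3 (1.54 ± 0.07), SAMD9L (1.16 ± 0.06) and IFIT2 (0.95 ± 0.12) were among them. ISG15 lies in the stretch of chromosome 1 where a cause other than the drug was not excluded, and the list was not tested without it. MYC and ribosome biogenesis genes were 0 of 35 higher and 7 lower, 0 and 7 adjusted over the list alone, camera adjusted p = 9.03e-15, adjusted p = 0.0304 with an estimated correlation. TERT stood at -0.66 ± 0.04 and MYC at -0.35 ± 0.02, which missed the fold limit by limma-voom with quantile normalization (-0.26) and with no scaling factors (-0.30).

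Other large rises in OCI-AML3 were those of EEF1A2 (3.12 ± 0.07), BAIAP3 (2.74 ± 0.07), AGRN (2.48 ± 0.03), LAMA5 (2.17 ± 0.06), CPT1A (1.95 ± 0.04) and FSCN1 (1.92 ± 0.05). CPT1A encodes the enzyme that brings fatty acids into mitochondria and FSCN1 an actin bundling protein. Other large falls were those of PTGIS (-1.21 ± 0.05), PHF10 (-1.12 ± 0.03), ALDH1A1 (-1.11 ± 0.08), FOXO1 (-1.10 ± 0.05) and PCOLCE2 (-1.08 ± 0.06). ALDH1A1 encodes an aldehyde dehydrogenase used as a stem cell marker and FOXO1 a forkhead transcription factor. The share of calls that were higher was 65.5% by edgeR and 76.5% by edgeR with no scaling factors. By limma-voom it was 66.2% with the scaling used throughout and 50.8% with quantile normalization.

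**Figure D3:**
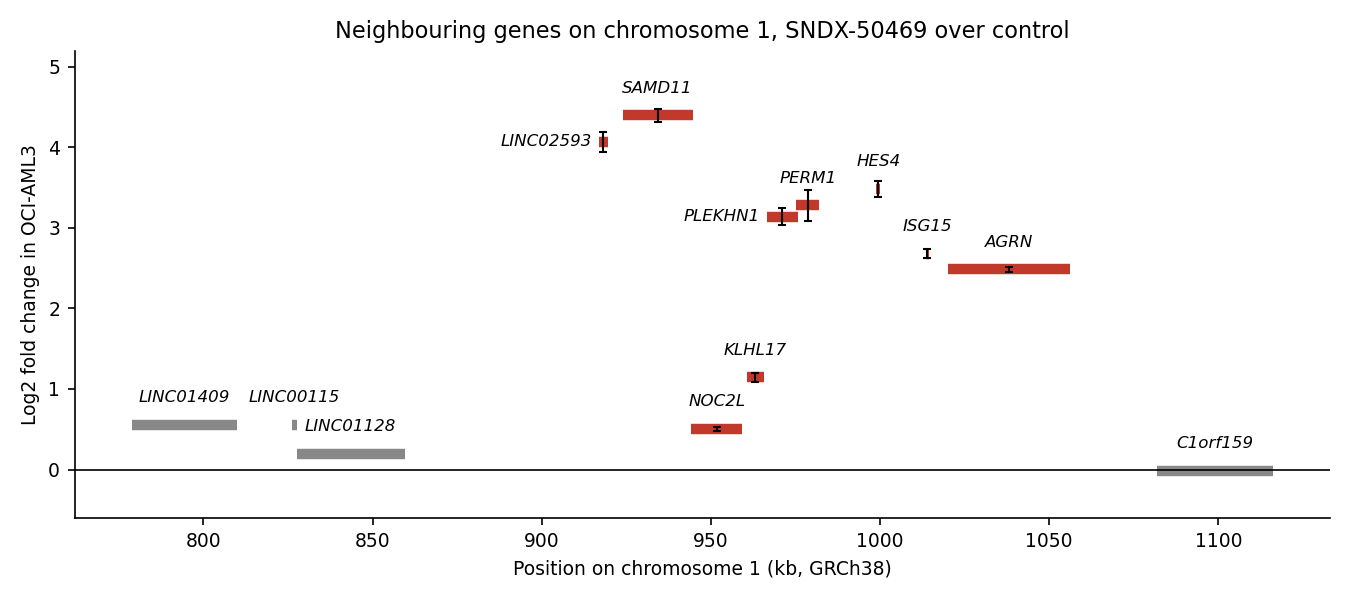
Log2 fold change in OCI-AML3 with SNDX-50469 (vertical axis) against position on chromosome 1 (horizontal axis, kb, GRCh38), with each bar spanning 1 tested gene, genes that rose from LINC02593 to AGRN in red with error bars of 1 SE from edgeR, and neighbours that did not pass in grey. Between positions 916818 and 1056116 the 9 red genes rose 1.42-fold to 21-fold, a stretch chosen after its values were seen.

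The response to SNDX-50469 was then compared between OCI-AML3 and MOLM13, which were treated at the same dose, by testing the difference itself. MEIS1 (2.13 ± 0.14), MEF2C (2.07 ± 0.09), JMJD1C (1.14 ± 0.13) and PBX3 (0.98 ± 0.10) fell less or not at all in OCI-AML3, since positive differences mean a response that is higher in OCI-AML3. CSF1R (-1.82 ± 0.13), CYBB (-1.26 ± 0.11), ANXA1 (-1.25 ± 0.10) and the fractalkine receptor gene CX3CR1 (-1.47 ± 0.18) rose less or fell in OCI-AML3. ISG15 (2.87 ± 0.17), an interferon-induced ubiquitin-like protein, AGRN (2.58 ± 0.14), EEF1A2 (3.37 ± 0.17) and the motor protein gene MYO6 (2.47 ± 0.21) had higher responses there. Of these, ISG15 and AGRN lie in the stretch of chromosome 1 where a cause other than the drug was not excluded. The difference passed for 721 of 17597 genes, 458 with a higher and 263 with a lower response in OCI-AML3. The higher share was 63.5%, against 54.4% with upper-quartile factors and 64.2% with DESeq2's size factors, so its size depended on the scaling.

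**Figure D4:**
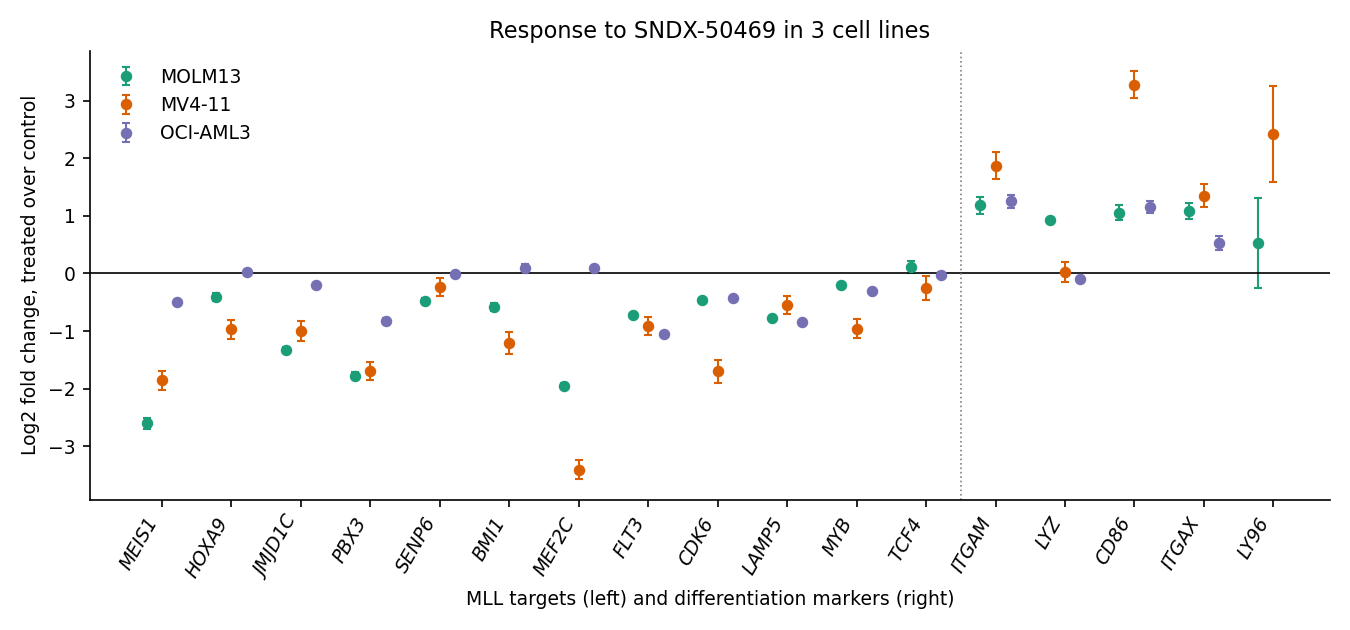
Log2 fold change with SNDX-50469 (vertical axis) of MLL targets and differentiation markers named by the study (horizontal axis) in MOLM13, MV4-11 and OCI-AML3, with error bars of 1 SE from edgeR. MEIS1 stood at -2.60, -1.86 and -0.49 in these lines, and MEF2C fell in MOLM13 and MV4-11 but not in OCI-AML3, where it stood at 0.09.

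The MLL targets named by the study, not independent evidence, were 7 of 12 higher and 0 lower, 7 and 0 adjusted over the list alone, camera adjusted p = 6.14e-20, adjusted p = 0.0227 with an estimated correlation. Other monocyte and granulocyte genes were 1 of 32 higher and 6 lower, 2 and 8 adjusted over the list alone, camera adjusted p = 7.69e-08, adjusted p = 0.00491 with an estimated correlation. Epithelial and stromal markers, which these lines should lack, were 1 of 5 higher and 0 lower, 1 and 0 adjusted over the list alone, camera adjusted p = 0.555. At low levels, both members tested within OCI-AML3 were higher with SNDX-50469, COL1A1 from 0.0193 ± 0.0205 to 0.234 ± 0.00304 CPM and COL1A2 from 0.835 ± 0.168 to 1.35 ± 0.235 CPM. The call for COL1A2 was lost without OCI-AML3 treated replicate 3, at 0.57. COL1A1 was also higher in MV4-11, from 0.0832 ± 0.0253 to 1.01 ± 0.125 CPM, and with both agents in MOLM13, from 0.577 ± 0.136 to 2.56 ± 0.312 CPM. The count of 721 fell to 462 without MOLM13 treated replicate 2, to 467 without MOLM13 control replicate 1 and to 473 without MOLM13 control replicate 2. By limma-voom with the same scaling it was 741 with 1 spread for all lines, and 438 to 465 without each of the 4 MOLM13 control and SNDX-50469 libraries, against 1388 when each line had its own spread.

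Between MV4-11 and MOLM13 both the dose, 1000 nM against 500 nM, and the medium differed along with the line. CD86 (2.22 ± 0.19), the lysosomal protease genes CTSL (2.47 ± 0.23) and CTSF (2.00 ± 0.18) and SOCS2 (2.13 ± 0.14) had higher responses in MV4-11. BCL2 (-2.06 ± 0.12), BCAT1 (-2.16 ± 0.14), the folate enzyme gene ALDH1L2 (-2.21 ± 0.12), BBX (-2.84 ± 0.17) and MEF2C (-1.45 ± 0.10) had lower responses there. The difference passed for 3624 genes, 1845 higher and 1779 lower in MV4-11. By limma-voom with the same scaling it passed for 3500 genes with 1 spread for all lines and for 2157 when each line had its own, a count that was 995 without MV4-11 treated replicate 1 and 1065 without MV4-11 control replicate 1. The SEs from edgeR given for these 9 genes pool the spread over all lines, with a biological coefficient of variation of 6.14% against 13.2% within MV4-11, and so understate the error. By limma-voom with a spread per line they were 0.32 for CD86, 0.64 for CTSL, 0.29 for CTSF, 0.16 for SOCS2, 0.15 for BCL2, 0.19 for BCAT1, 0.17 for ALDH1L2, 0.21 for BBX and 0.14 for MEF2C, and all 9 still passed. MYC and ribosome biogenesis genes were 1 of 35 higher and 22 lower, 1 and 22 adjusted over the list alone, camera adjusted p = 3.78e-10, adjusted p = 0.0396 with an estimated correlation. Among lists named by the study, which are not independent evidence, the genes lower under the combination were 0 of 13 higher and 7 lower, 0 and 7 adjusted over the list alone, camera adjusted p = 2.21e-06, adjusted p = 0.00571 with an estimated correlation. Those higher under the combination were 6 of 7 higher and 0 lower, 6 and 0 adjusted over the list alone, camera adjusted p = 7.69e-08, adjusted p = 0.00571 with an estimated correlation.

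Genes that changed with SNDX-50469 overlapped between lines, whose controls are separate. Fisher's exact test treats genes as independent, which they are not, so its p-values here overstate the evidence and do not count replicates. MOLM13 and OCI-AML3 shared 260 higher and 128 lower genes of 13725 tested in both, against 82.2 and 27.4 for independent lists (one-sided Fisher's exact p = 1.79e-70 and 3.51e-52). MOLM13 and MV4-11 shared 376 higher and 215 lower of 13422, against 127.9 and 68.2 (one-sided Fisher's exact p = 8.49e-97 and 4.22e-58), and MV4-11 and OCI-AML3 shared 431 and 171 of 14234, against 120.3 and 56.1 (one-sided Fisher's exact p = 2.45e-148 and 2.47e-43). Across genes, which are not independent replicates, the Pearson correlation of the log2 fold changes was 0.243, 0.34 and 0.337 and the Spearman correlation 0.387, 0.299 and 0.371 for these 3 pairs. Among genes with a mean of at least 8 CPM the values were 0.423, 0.386 and 0.394 (Pearson) and 0.503, 0.308 and 0.398 (Spearman), so the order of the pairs by Pearson correlation depended on this limit. Of 13087 genes tested in all 3 lines, 156 rose and 64 fell in each, against 8.7 and 2.5 for independent lists. Those that fell in each included MEIS1, PBX3, CDK6, FLT3, IGF2BP2, SATB1, CPEB2 and the forkhead gene FOXP1 (-0.50 ± 0.06, -1.03 ± 0.15 and -0.75 ± 0.04 in MOLM13, MV4-11 and OCI-AML3). Those that rose in each included CD86, ITGAM, ANXA1, CIITA, SLFN5 (1.47 ± 0.33, 1.54 ± 0.23 and 1.51 ± 0.16) and the inhibitory leukocyte receptor gene LILRB2 (1.74 ± 0.27, 2.12 ± 0.21 and 1.34 ± 0.30). FOXP1, SLFN5 and LILRB2 were chosen after their values were seen.

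In MOLM13 the responses to the single agents were set beside each other. Across 14360 genes the log2 fold changes with SNDX-50469 and with OTX015 had a Pearson correlation of 0.2619 and a Spearman correlation of 0.3398, but the comparisons share their control libraries, and 30 simulations of unchanged groups against shared controls gave a mean Pearson correlation of 0.5061. The covariance was 0.1132 against a simulated 0.0426, a difference of 0.0706, and among the 9027 genes with a mean of at least 8 CPM it was 0.0388 against 0.0029. With 1 shared control library the covariance was 0.1964 without MOLM13 control replicate 1 and 0.2057 without MOLM13 control replicate 2. The simulated 0.0426 is for 2 shared control libraries, so it is no reference for these values and no conclusion is drawn from them. Both agents raised 563 genes and both lowered 386, against 271.6 and 185.5 for independent lists. The controls are 2 libraries and could not be divided into sets of 2, so part of the excess over independent lists may come from the shared controls.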

Values the study reported

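The study reported that, after treatment with the Menin inhibitor, 200 mRNAs were higher in both OCI-AML3 and MOLM13 cells and 99 were lower in both.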

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

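All tests of explanations in this part were chosen only after the results had been seen, while the tests of differences between lines were planned. The response to SNDX-50469 differed between OCI-AML3 and MOLM13 for 721 genes and between MV4-11 and MOLM13 for 3624 genes, by edgeR's test of the difference. Between OCI-AML3 and MOLM13 the differing responses included MEIS1 (2.13), MEF2C (2.07), JMJD1C (1.14), PBX3 (0.98), ISG15 (2.87), AGRN (2.58), EEF1A2 (3.37) and MYO6 (2.47), all higher in OCI-AML3 on the log2 scale, and CSF1R (-1.82), CYBB (-1.26), ANXA1 (-1.25) and CX3CR1 (-1.47), all lower. The median difference was 0.48 for the MLL targets and -0.25 for other monocyte and granulocyte genes. Between MV4-11 and MOLM13 the responses of CD86 (2.22), CTSL (2.47), CTSF (2.00) and SOCS2 (2.13) were higher in MV4-11, and those of BCL2 (-2.06), BCAT1 (-2.16), ALDH1L2 (-2.21), BBX (-2.84) and MEF2C (-1.45) lower. Median differences there were -0.38 for MYC and ribosome biogenesis genes, -0.57 for the genes that the study names as lower under the combination and 0.74 for those it names as higher.

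A stretch of 9 neighbouring genes on chromosome 1 (916818 to 1056116, 139.3 kb, GRCh38), from LINC02593 through SAMD11, NOC2L, KLHL17, PLEKHN1, PERM1, HES4 and ISG15 to AGRN, was 1.42-fold to 21-fold higher in treated OCI-AML3 cells. Its log2 fold changes spanned 3.891, against 0.269 for 3 combined standard errors of the highest and the lowest, which argues against 1 gain of copies of the whole stretch, and 5 of the genes overlap no other gene and rose, which argues against reads shared between overlapping genes. In MOLM13 at the same dose edgeR called 0 of 8 tested genes higher, as did DESeq2, limma and an unadjusted p below 0.05 (0 each), and the response differed between the lines for 9 of 9 (edgeR adjusted p from 2.56e-10 to 0.0266), so a response shared with MOLM13 is argued against. Hypotheses that stay open and were not tested are that a local change of chromatin or a drift between the treated and control cultures may have produced the stretch, which chromatin data and genotypes of these cultures, not analysed here, would test. In MV4-11 edgeR called 0 of 6 tested genes higher, DESeq2 0, limma 1 and an unadjusted p below 0.05 1.

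More responses differed from MOLM13 in MV4-11 (3624) than in OCI-AML3 (721). By limma-voom the counts were 3500 and 741 with 1 spread for all lines but 2157 and 1388 with a spread per line, where leaving out single libraries gave 995 (without MV4-11 treated replicate 1) to 2564 for the former and 963 to 1563 for the latter, so the wider spread of the MV4-11 libraries cannot be told apart from a larger response. Without MV4-11 control replicate 1, the library with the larger mitochondrial share, 3400 differed by edgeR and 3265 by limma-voom with 1 spread for all lines, but 1065 by limma-voom with a spread per line. The count within MV4-11 fell from 3208 to 1798 without it, so its part cannot be told apart either. Because 0 MV4-11 libraries were treated at 500 nM, the dose and the medium cannot be told apart from the line, and a biological difference between the lines stays open and untested.

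Of the 12 MLL targets named by the study, 7 were higher with both agents than with SNDX-50469 alone in MOLM13, LAMP5 and TCF4 were lower and 3 did not pass (camera adjusted p = 0.0013, adjusted p = 0.289 with an estimated correlation). The median difference of the list was at least 0.794 under every scaling tried and at least 0.789 without any 1 of the 4 compared libraries. This argues against the choice among these scalings and against an outlying library as the cause. All these scalings are relative to the other counts of a library, so a change in total RNA per cell was not excluded. Spike-ins would be needed to test that, and the table used held 0 such entries. Of the 7 members higher with both agents, 6 also lay above the sum of the single effects, which argues against a rise with OTX015 of the same size with and without SNDX-50469. A hypothesis that remains is that BET inhibition may counteract the effect of Menin inhibition at part of these genes, which was found and tested on the same data. Menin occupancy at these genes under each treatment would test it and was not analysed here. For both agents over SNDX-50469 alone in MOLM13, the study reports marked loss of H3K27Ac, a histone mark, at MEIS1, MEF2C, CDK6 and FLT3 enhancers. It also reports negative enrichment of a set of HOXA9 and MEIS1 targets in its RNA sequencing. These reports differ in direction from the higher mRNA levels of MEIS1, MEF2C and FLT3 seen here, and the histone mark was not analysed here.

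The count of 2178 genes in OCI-AML3 was set beside the other splits of its 6 libraries into 3 and 3. Of the 10 splits only 1, the real one, gave as many genes by edgeR, and the highest count in the others was 0, with 126 to 160 genes at an unadjusted p below 0.05. The smallest share that these splits can give is 1 of 10, which cannot fall below 0.05. Each of the other splits also mixes treated and control libraries, so the treatment adds to their spread and low counts were to be had beforehand. The splits therefore decide nothing about the count.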

How the results depend on the processing

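Leaving out mitochondrial transcripts, limma-voom with TMM factors, with 1 spread or with a spread per line, upper-quartile factors and no scaling factors were chosen only after results had been seen, and the other settings beforehand. Of 4684 values of named genes under alternatives, 4677 kept their direction and their side of the threshold. Another 7 kept the direction but lost the call, and 0 reversed. Most of these values were calls, many among the largest changes of a comparison, so few losses were to be had beforehand. Fits of only the compared groups, of all 18 libraries and without mitochondrial transcripts were not among these values. Among all called genes of each comparison 0 were called in the opposite direction under any alternative, but calls were lost. Of 1910 calls for SNDX-50469 in MOLM13, 1267 were kept by DESeq2 and 1332 with all 18 libraries in 1 fit. Counts that stayed within 1.5 times were those of OTX015, the combination against control and against each agent, and the interaction, under all alternatives run. Leaving out libraries gave 1495 to 1811 genes for SNDX-50469 in MOLM13, 1957 to 2187 in OCI-AML3 and 1637 to 3340 in MV4-11, 462 to 684 for the difference of OCI-AML3 from MOLM13 and 2645 to 4976 for that of MV4-11 from MOLM13, where the lowest MV4-11 value lacks treated replicate 1 and the lowest OCI-AML3 difference lacks MOLM13 treated replicate 2. A group left with 1 library was assumed to vary like the others. With no minimum fold the counts were 4691 for SNDX-50469 in MOLM13 and 6338 in OCI-AML3, since smaller changes then count. At an unadjusted p they were 5260 in MV4-11 and 1914 for the difference of OCI-AML3 from MOLM13, and 571 genes were higher in both MOLM13 and MV4-11. With all 18 libraries in 1 fit MV4-11 gave 5934, where its spread is pooled with the other lines. By limma-voom with TMM factors the differences from MOLM13 counted 741 for OCI-AML3 and 3500 for MV4-11, and with a spread per line 1388 for OCI-AML3 and 2157 for MV4-11, so the spread per line and not the tool moved them. Among genes of at least 8 CPM, fewer genes were tested and the overlaps were 95 higher and 68 lower for MOLM13 and OCI-AML3, 210 higher for MOLM13 and MV4-11, and 145 higher and 110 lower for MV4-11 and OCI-AML3. The Pearson correlation of the single-agent responses, 0.2619, was 0.2482 at 8 CPM and 0.3672 to 0.3836 with 1 shared control library, whose chance values then weigh more. Of 121 list tests past the preset correlation 25 stayed past with an estimated one, 114 passed fry in the same direction among its 158, and leaving out libraries gave 119 to 124. Of 2564 list values 2 reversed, those of the mitochondrial transcripts without MV4-11 control replicate 1. Their camera adjusted p was then 0.236 in MV4-11, in a leave-out range of 4.3e-15 to 0.236, and 0.674 for the difference of MV4-11 from MOLM13, in a range of 1.34e-27 to 0.674.

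Replicate numbers were also used as a block, although deviations of libraries with the same number did not go together (correlations of -0.0446 to 0.0427 in MOLM13, 0.0978 in MV4-11 and 0.0344, 0.0109 and 0.005 in OCI-AML3, where 1 control library correlated best with another number), so the numbers do not pair the libraries. With the block the counts were 1847, 6852, 8867, 8125, 4960 and 3379 for the MOLM13 comparisons in the order of the report, 4029 in MV4-11, 2278 in OCI-AML3, and 815 and 3826 for the differences of OCI-AML3 and MV4-11 from MOLM13, and 121 list tests passed. Scaling to external spike-ins was not run, since the table used held 0 such entries. At the depth of these libraries, a gene with 0 counts may lie below 0.1267 to 0.1553 CPM in MOLM13, 0.0997 to 0.1447 CPM in MV4-11 and 0.0502 to 0.0601 CPM in OCI-AML3.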

Other observations

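The lists and tests of this part were fixed beforehand, and these comparisons were picked for mention only after their values had been seen. Markers of BET inhibition were tested with the Menin inhibitor alone. In MV4-11 those that rise under BET inhibitors were 8 of 10 higher and 0 lower, 9 and 0 adjusted over the list alone, camera adjusted p = 2.58e-05, adjusted p = 0.158 with an estimated correlation. HEXIM1 (0.77 ± 0.15), SERPINI1 (1.55 ± 0.29) and SAT1 (1.05 ± 0.16) were higher there. In OCI-AML3 they were 6 of 10 higher and 0 lower, 6 and 0 adjusted over the list alone, camera adjusted p = 0.000173, adjusted p = 0.148 with an estimated correlation, and SAT1 stood at 0.41 ± 0.05. In MOLM13 they were 1 of 10 higher and 2 lower, 1 and 2 adjusted over the list alone, camera adjusted p = 0.446. SAT1 stood at 0.47 ± 0.08 there and HEXIM1, which did not pass, at 0.25 ± 0.06. For the difference of the response from MOLM13 this list had a camera adjusted p = 0.000619 in MV4-11 and 0.048 in OCI-AML3, and 0.0595 and 0.267 with an estimated correlation, so a difference between the lines did not pass both tests.

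The markers that fall were in MV4-11 1 of 8 higher and 4 lower, 1 and 5 adjusted over the list alone, camera adjusted p = 1.9e-05, adjusted p = 0.256 with an estimated correlation. In OCI-AML3 these were 1 of 8 higher and 3 lower, 1 and 3 adjusted over the list alone, camera adjusted p = 3.31e-05, adjusted p = 0.246 with an estimated correlation, and in MOLM13 2 of 8 higher and 2 lower, 2 and 2 adjusted over the list alone, camera adjusted p = 0.398. Of these markers MYB and CDK6 are also among the MLL targets named by the study, and MYC and BCL2 are in other lists used here, so their falls are not separate evidence of a response like that to BET inhibition. In MOLM13 CCR2 rose by 0.74 ± 0.05 with SNDX-50469 and IL7R rose in OCI-AML3 (0.85 ± 0.04). The difference from MOLM13 had a camera adjusted p = 7.69e-08 in MV4-11 and 0.00514 in OCI-AML3, and 0.0595 and 0.367 with an estimated correlation.

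At an unadjusted p below 0.05 with the fold limit used here, edgeR gave 334 genes higher and 151 lower in both MOLM13 and OCI-AML3 cells treated with the Menin inhibitor, and 260 and 128 at an adjusted p below 0.05. The counts at the unadjusted p are higher than the values quoted from the study above, for which no threshold is given with the overlap itself. The overlaps were 176 higher and 104 lower by DESeq2, and 175 higher and 153 lower by limma-voom with quantile normalization. By both of these tools the higher count was below the study's value and the lower count above it.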
